# Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by *Haemonchus contortus*

**DOI:** 10.1038/s41598-022-08939-x

**Published:** 2022-03-30

**Authors:** Yonathan Tilahun, Jessica Quijada Pinango, Felicia Johnson, Charles Lett, Kayla Smith, Terry Gipson, Malcolm McCallum, Peter Hoyt, Andrew Tritt, Archana Yadav, Mostafa Elshahed, Zaisen Wang

**Keywords:** Biological techniques, Biotechnology, Cell biology, Computational biology and bioinformatics, Developmental biology, Drug discovery, Genetics, Microbiology, Molecular biology, Systems biology, Environmental sciences, Biomarkers, Diseases, Health care, Health occupations, Medical research, Molecular medicine, Pathogenesis, Signs and symptoms

## Abstract

The Alpine goat (*Capra aegagrus hircus*) is parasitized by the barber pole worm (*Haemonchus contortus*). Hematological parameters from transcript and metagenome analysis in the host are reflective of infestation. We explored comparisons between blood samples of control, infected, infected zoledronic acid-treated, and infected antibody (anti-γδ T cells) treated wethers under controlled conditions. Seven days post-inoculation (dpi), we identified 7,627 transcripts associated with the different treatment types. Microbiome measurements at 7 dpi revealed fewer raw read counts across all treatments and a less diverse microbial flora than at 21 dpi. This study identifies treatment specific transcripts and an increase in microflora abundance and diversity as wethers age. Further, *F*/*B* ratio reflect health, based on depression or elevation above thresholds defined by the baseline of non-infected controls. Forty Alpine wethers were studied where blood samples were collected from five goats in four treatment groups on 7 dpi and 21 dpi. Transcript and microbiome profiles were obtained using the Partek Flow (St. Louis, Missouri, USA) software suites pipelines. Inflammation comparisons were based on the *Firmicutes*/*Bacteriodetes* ratios that are calculated as well as the reduction of microbial diversity.

## Introduction

*Haemonchus contortus* can prove fatal if untreated in cattle, sheep, and goats^1^. Circumstances increase susceptibility in goats up to eight weeks after parturition^2^. Even moderate infection by these nematodes can reduce milk production and lead to stunted growth in goats. Nematode egg counts are the primary method to diagnose infection before localized production losses^3^. Significant blood loss leads to visual signs of infestation that may be confused with or due to a combined effect of other types of parasitic diseases.

*Haemonchus contortus* produce excretory and secretory effects that reduce the host immune response^4,6^. Among the suite of host immune system responses, two very important tools are the host genome and microbiome components^5^. The specific methods that are used to avoid host surveillance are still under study, but one theory suggests helminth inflammation inhibition is completed by modulating butyrate biosynthesis^7,9^. Natural microbiotas provide resources for innate immunity^6,8^. This typically happens via altered diversity of microbiota when compared to un-infected animals^9^.

Transcripts often indicate how and when response to a stimulus or stimuli occur. The microbiome modulates responses via transcripts activated by internal and external environmental cues^10^. Therefore, an infestation of a host by a parasite that interacts with surrounding environmental factors causes the formation of an intricate web of stimuli and responses^11^. A tri-directional interaction is predicted^12^, whereby the host depends on its own genome and its vast microbiome content to defend itself against an external stressor such as parasite intrusion.

It is postulated that differences exist in the microbiome composition displayed among uninfected (controls), infected (treated), infected subsequently treated with zoledronic acid (ZA), and infected subsequently treated with anti-γδ T cell antibodies (AB). The control group and different treatments will be used to construct an observable quantitative range for “health” in wethers. The results of this study will lead towards the provision of a quantitative, non-invasive method of measurement using blood^1,11,14–20,30^.

As previously mentioned, *Haemonchus contortus* produce excretory and secretory effects that reduce the host immune response^4^. This is often the case, where a large array of exudates from intestinal helminths modulates microbial communities^6,8^. In addition, *H. contortus* competes with naturally occurring flora of the host for energy-rich nutrients or essential minerals^13^. Infection by *H. contortus* is known to impact intestinal physiology by increasing fluid secretions that alter the habitat of healthy bacterial communities^14^. In this study, we examine if infection by *H. contortus* impacts blood-based transcripts and/or diversity/richness of bacterial flora in wethers under different treatment conditions. Thereby indicating a quantitative pattern associated with “health” as with measurements in wethers that are not infected with *H. contortus*.

Although assumed to be sterile and generally void of other types of organisms^14,15^, blood does contain microorganisms without inducing disease^14,15^. Here, we purpose the use of a noninvasive, quantitative, blood-based method of assessing wether “health” that resembles the profile of those that are not infected with *H. contortus*.

Blood and gut (or ruminal) microorganisms are not directly reflective of each other. A significantly higher α-diversity (showing a larger variety or complexity of bacteria) are present in the gut than in blood^16^. A variety of known diseases previously considered non-communicable have recently been shown to cause an impact on health. These microbes are not easily culturable, therefore difficult to identify. Bacterial translocation into blood has been recognized to be responsible for infectious as well as non-infectious disease states^16–19^.

It is being stated here that different types of stimuli associated with inflammation patterns exist with blood microbiota as they do with gut microbiota. Therefore, although blood and rumen microbiome are not reflective of one another, an observable pattern of blood microbiota is indeed present, albeit it is assumed to be a much lower quantitative pattern^18^. Visual verifications of large numbers of adult *H. contortus* were made for all infected treatments during this study.

We hypothesize that blood-based tools can be used as prognostic, diagnostic, and therapeutic tools able to quantitatively identify “health” or “sickness” when exposed to *H. contortus* parasitism. We use transcript and metagenomic analysis in movement towards development of quantitative, blood-based tools. We hypothesize; (i) that the bacterial composition of the microbiome in wethers becomes altered during parasite infection; (ii) that the response is expressed through transcripts exhibited by the host genome and its microbiome; (iii) that there would be a visibly apparent quantitative pattern differentiating controls versus treated types; (iv) parasites affect host transcripts and host microbiomes; (v) that health can be associated with controls through indications of the deviation from a quantitative threshold of the *Firmicutes*/*Bacteriodetes* (*F/B*) ratio; and (vi) that the bacterial diversity/richness in wethers would change to resemble “health” as they age.

## Objectives

The objective of this study is to investigate the possibility of a noninvasive, quantitative, blood-based method to be used as a diagnostic, prognostic, and therapeutic tool for *H. contortus* parasite infection, detection, and prevention.

## Results

The initial experiment was organized as follows for each data group 7 dpi and 21 dpi: 5 wethers were not infected with *H. contortus* (controls), 5 received infection with *H. contortus* only (treated), 5 were infected with *H. contortus* and received ZA injections (ZA), and 5 were infected with *H. contortus* and received AB injection (AB). In this study transcript and microbiome analyses were completed. To characterize the nematode-infected host transcript and microbiome, we analyzed transcript patterns from 7 dpi (n = 19) and the microbiome portions at 7 dpi (n = 18) and 21 dpi (n = 20) (Supplementary Tables S1 and S2).

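Transcripts were measured by RNA sequencing of whole blood from 19 wethers at 7 dpi, with 1 library per animal. The libraries came from 5 controls, 5 treated wethers, 4 infected wethers given ZA (zoledronic acid, a bisphosphonate derivative) and 5 infected wethers given AB (anti-γδ T cell antibodies). The paper's design has 5 wethers in each group. The sample labels of animal 51 name it both as not infected and as infected only, and it was placed among the treated wethers because Supplementary Table S1 lists it there. The authors made non-directional cDNA libraries, aligned the reads with STAR in Partek Flow, and deposited an estimated count for each of 7627 annotated features, without normalization. The aligner version and the genome build were not given in the sources used here. They also deposited normalized values, which equal the estimated count times a single factor for each library plus an offset of 0.0001. The estimated counts were rounded to whole numbers here before testing.

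The counts on these features were low. They added up to between 16753 and 27794 per library in controls (median 24801), between 13778 and 23527 in treated (median 14901), between 15879 and 22995 in ZA (median 20414.5) and between 12877 and 41245 in AB (median 17958). A single gene, TSEN54, took 21.2% of all counts, and its share ranged from 15.8% to 31.0% between libraries. The number of features with at least 1 read ranged from 4651 to 5621 in controls and from 2159 to 5198 in treated. The mean was 5304 ± 388 (SD, n = 5) in controls and 3624 ± 1080 (SD, n = 5) in treated (exact permutation test, two-sided, p = 0.0159, adjusted p = 0.171 over the 36 library comparisons made). Groups were compared with edgeR's quasi-likelihood test on counts normalized by the TMM method, fitted to all 19 libraries. edgeR's default filter on low counts left 174 features for the test. The library names carry a plate row, E or F, which was spread unevenly over the groups, with 3 controls, 2 treated, 1 ZA and 4 AB libraries in row E. They also carry a plate column. Within each row the groups followed each other along the columns in the order controls, treated, ZA and AB. Position along the plate therefore largely goes with the group, and plate row as a covariate cannot adjust for it.

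**Figure D1:**
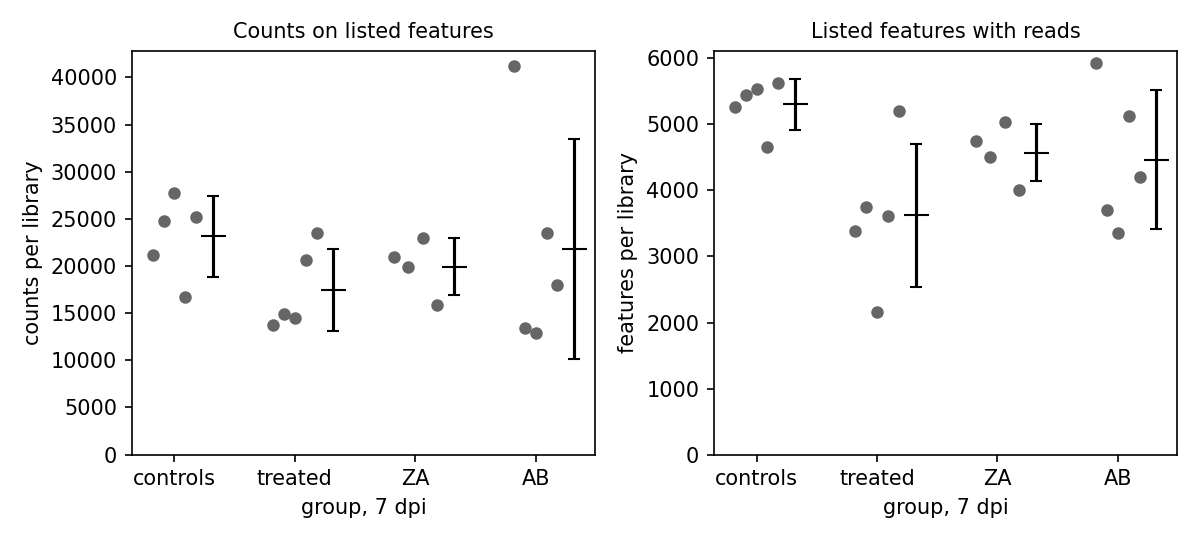
Counts on the listed features (left) and listed features with at least 1 read (right) in each library at 7 dpi. Each point is 1 animal, and the bar beside each group is the mean with its SD. The AB library at 41245 counts lies above every other library, and the treated library with 2159 features lies below every other library.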

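Between ZA (4 libraries) and AB (5 libraries), 1 of the 174 features tested with edgeR had an unadjusted p below 0.05 and more than a 2-fold change, the limits drawn in the volcano plots. This was TBC1D5, on the minus strand of chromosome 1 from 153936559 to 154524620 in the coordinates of the deposited file. It had a CPM (count scaled to the library size) of 547 ± 386 (SD, n = 4) in ZA and 148.3 ± 96.6 (SD, n = 5) in AB, a log2 fold change of -1.93 (standard error 0.736, adjusted p = 0.969 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These values rest on 45 reads in ZA and 13 reads in AB. Standard errors of edgeR's fold changes in the text were derived from its F statistic, so they restate the test. Without ZA animal 6 TBC1D5 was no longer past the limits (log2 fold change -1.36). The count of 1 became 5 without AB animal 25 and 2 without any one of ZA animals 6, 27, 38 and 57 and AB animals 30 and 50. The filter was run again each time, and fits without a ZA library tested 203 to 209 features. These counts therefore mix the influence of an animal with a changed set of features. With plate row as a covariate, 3 features were past the limits, all higher in AB. No feature passed an adjusted p of 0.05 with edgeR, DESeq2 or limma, and 3 had an unadjusted p below 0.05 with edgeR and 1 with DESeq2. With no filter on low counts, edgeR placed 409 of 7627 features past the limits, 271 higher and 138 lower in AB. In the authors' normalized values, limma's p with a fold change taken from the group means placed 184 features past the limits, 89 higher and 95 lower in AB. That setting was chosen after the data were examined. In 85 of the 184 features one group had no reads at all, and the median feature had 8 reads over the 9 libraries. The count of 184 became 344, 296, 322, 369 and 301 without AB animals 17, 25, 30, 33 and 50, respectively.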

When using a numeric triad of p-values for controls (No Infection) versus treated (infection only), controls (No Infection) versus ZA (infection ZA inject), and controls (No Infection) versus AB (infection AB inject), a 95% confidence interval (* = p < 0.05) indicated likely significant changes in the expression of at least 184 transcripts (points selected) samples when ZA versus AB.

Volcano plots (showed transcripts that were identified as downregulated (* =  < − 2), having no fold change (NC: * =  > − 2, * =  < 2), and/or identified as upregulated (* =  > 2). 

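The deposited count file lists 7627 features with at least 1 count in the 19 libraries. The smallest total of a feature over all libraries was 10 estimated counts, so the list holds the features with at least 10. The median feature had 18 counts over the 19 libraries and reads in 11 libraries, and 248 features had reads in all 19. A mean count of at least 1 per library was reached by 3754 features.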

Volcano plots identified related distributions of transcripts out of 7,627 expressed. 

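The share of the variance between libraries that went with the treatment group was 18.9% (PERMANOVA on Euclidean distances of log2 CPM of the 174 filtered features, permutation p = 0.29). With plate row entered first and permutations kept within plate rows, the share was 19.2% (permutation p = 0.293). On Bray-Curtis distances of CPM it was 37.6% (permutation p = 0.0196). The spread between wethers of 1 group was wide, with a biological coefficient of variation of 55.9% in edgeR's fit. Treated animals 20 and 58 had 2159 and 5198 features with reads. The 10 features with most counts together took 61.0% of the counts in treated animal 20 and 36.4% in treated animal 58, compared with 30.2% to 39.0% in the 5 controls.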

The distribution was dependent on the wether (subject) and treatment type. The distribution of transcripts was based on comparisons using a numeric triad of p-values for controls versus treated. Controls versus (vs) ZA, and controls vs AB. Significance was based on a 95% confidence interval (* = p < 0.05) where fold changes of downregulation, NC, and upregulation transcript distributions of subject and treatment type were assessed. Comparison was made between controls vs treated (Fig. 1). 

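Between controls (5 libraries) and treated (5 libraries), edgeR placed 10 of the 174 tested features past an unadjusted p of 0.05 and a 2-fold change, and all 10 were lower in treated. DLG2 (chromosome 29, 9355082 to 11720062, plus strand) had a CPM of 1060 ± 491 (SD, n = 5) in controls and 256.5 ± 189.8 (SD, n = 5) in treated, from 109 and 26 reads. Its log2 fold change was -1.98 (standard error 0.55, adjusted p = 0.21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -2.37 and -1.67 with each library left out in turn. SNRNP35 (chromosome 17, 19053249 to 19057338, plus strand) fell from 95 reads in controls to 13 in treated, a log2 fold change of -2.76 (standard error 0.788, adjusted p = 0.21 from the same edgeR test). PRR36 (chromosome 7, 93782184 to 93787176, plus strand) fell from 52 reads to 14, a log2 fold change of -1.69 (standard error 0.64, adjusted p = 0.396 from the same edgeR test), and it was no longer among the tested features without control animal 8, 44 or 52. With plate row as a covariate, 4 features were past the limits, all lower in treated, and PRR36 was not among them (log2 fold change -1.46, unadjusted p = 0.0555 from edgeR). No feature passed an adjusted p of 0.05 with edgeR and TMM, where 19 had an unadjusted p below 0.05, while 3 passed with DESeq2 (1 higher and 2 lower in treated) and 9 with limma on the authors' values, all higher in treated (7 of 9 with 1 added to the values). With library totals in place of TMM, edgeR found 5 past an adjusted p of 0.05, all higher in treated. With the authors' scaling factors in place of TMM, a setting chosen after the data were examined, it found 13, all higher in treated, and 9 features were past the unadjusted limits, 7 higher and 2 lower in treated. The median log2 change of the 174 features was -0.28 with TMM and 0.29 with the authors' factors. The count of 10 changed when single libraries were left out and the filter was run again. It was 4, 5, 2 and 4 without control animals 8, 44, 52 and 54, respectively, and 6, 5 and 4 without treated animals 13, 20 and 51. Without treated animal 58 it was 15, and 9 features then passed an adjusted p of 0.05 with edgeR, 5 higher and 4 lower in treated.

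With no filter on low counts, edgeR placed 649 of 7627 features past the limits, 46 higher and 603 lower in treated. In the authors' normalized values, limma's p with a fold change taken from the group means gave 523 features, 29 higher and 494 lower in treated, a setting chosen after the data were examined. These 523 features had a median of 10 reads over the 10 libraries, and 445 of them had at most 20 reads. In 195 of them there were no reads in any treated library and in 7 there were none in any control library. The ratio of means was over 1000 for 197 of them, in values where 0.0001 stands in for 0 reads. Of edgeR's 10 features past the limits, 4 were among the 523. Without treated animal 58 the count of 523 became 890.

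**Figure D2:**
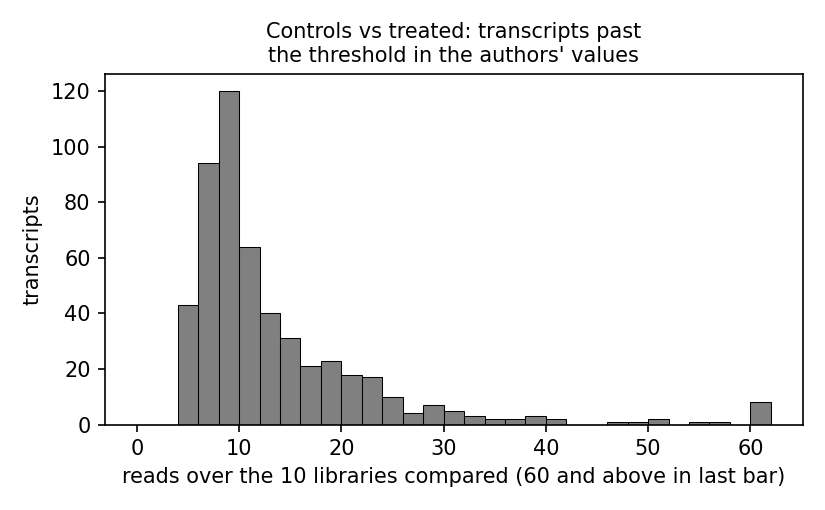
Number of reads over the 5 control and 5 treated libraries (horizontal axis) behind each of the 523 features past the limits in the authors' normalized values (vertical axis, number of features). The bars show that 445 features rest on at most 20 reads, and the last bar holds the 8 features with 60 reads or more.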

Transcripts (points selected) numbering 523 were significant in downregulation, NC, and upregulation. The comparison of controls (No Infection) vs ZA, 290 transcripts (points selected) were significant. 

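Between controls (5 libraries) and ZA (4 libraries), edgeR placed 2 of the 174 tested features past the limits of p and fold change, both lower in ZA. PRR36 had a CPM of 491 ± 314 (SD, n = 5) in controls and 142.5 ± 78.9 (SD, n = 4) in ZA, a log2 fold change of -1.71 (standard error 0.686, adjusted p = 0.977 from edgeR's quasi-likelihood test). DLG2 had a log2 fold change of -1.27 (standard error 0.565, adjusted p = 0.977 from the same edgeR test), with 35 reads in ZA. PRR36 was no longer past the limits without ZA animal 27 or 57 and no longer among the tested features without control animal 8, 44 or 52, and DLG2 was not past the limits without control animal 8, 52 or 54 or ZA animal 27, 38 or 57. The count of 2 became 0 without control animal 8 or 52, and 1 without control animal 54 or ZA animal 27 or 38. Plate row as a covariate left 0 features past the limits, and with the authors' scaling factors 2 were past them, both higher in ZA. When no filter on low counts was applied, edgeR placed 338 of 7627 features past the limits, 65 higher and 273 lower in ZA. No feature passed an adjusted p of 0.05 with edgeR or DESeq2, where 2 had an unadjusted p below 0.05 with each, and 1 passed in limma on the authors' values with 1 added. In the authors' normalized values with folds from group means, 290 features were past the limits, 46 higher and 244 lower in ZA. Their median was 8.5 reads over the 9 libraries, and in 144 of them one group had no reads at all. Of these features 84.1% were lower in ZA. With every library thinned to 12877 counts the share was 72.7% (68.6% to 76.1% over 20 draws). With the 10 features with most counts left out before thinning to 5671 counts it was 55.3% (49.5% to 59.3%). With those features left out, equal totals also take out any general difference in level between the groups, whatever its cause. Thinning was chosen after the result was seen.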

A comparison of controls vs AB showed 289 transcripts that were significant. In comparison of treated (infection only) vs ZA, identification of 338 transcripts with significance resulted. 

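Between controls and AB (5 libraries each), edgeR placed 8 of the 174 tested features past the limits, 1 higher and 7 lower in AB. DLG2 had a log2 fold change of -1.89 (standard error 0.551, adjusted p = 0.385 from edgeR's quasi-likelihood test), with 27 reads in AB. TBC1D5 had a CPM of 628.5 ± 270.4 (SD, n = 5) in controls and fell to 13 reads in AB from 66, a log2 fold change of -2.11 (standard error 0.706, adjusted p = 0.385 from the same edgeR test). PHB (chromosome 19, 36840735 to 36852196, plus strand) had a log2 fold change of -2.52 (standard error 0.906, adjusted p = 0.385 from the same edgeR test), from 71 reads in controls and 10 in AB. None of the 174 passed an adjusted p of 0.05 with edgeR or DESeq2, where 17 and 12 had an unadjusted p below 0.05, respectively, and none passed with limma. With no filter on low counts, edgeR placed 391 of 7627 features past the limits, 146 higher and 245 lower in AB, and 1 passed an adjusted p of 0.05, higher in AB. At a mean count of at least 1 it placed 178 past the limits, 78 higher and 100 lower in AB. The count of 8 became 4 without control animal 8 and 5 without AB animal 17. In the authors' normalized values with folds from group means, 289 features were past the limits, 39 higher and 250 lower in AB, with a median of 10 reads over the 10 libraries. In 65 of them one group had no reads. Of the 289 features 86.5% were lower in AB. The share was 69.3% (61.9% to 71.6% over 20 draws) with every library thinned to 12877 counts. It was 57.8% (52.8% to 61.9%) with the 10 features with most counts left out before thinning to 5671 counts.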

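Between treated (5 libraries) and ZA (4 libraries), no feature of the 174 tested with edgeR was past the limits, and 1 had an unadjusted p below 0.05. DESeq2 also placed 0 features past the limits, with 1 at an unadjusted p below 0.05. With single libraries left out, edgeR placed 4, 1 and 6 features past the limits without treated animals 2, 20 and 58, and 3, 2 and 3 without ZA animals 6, 27 and 38, respectively. At an adjusted p of 0.05 edgeR and DESeq2 found 0 features, and limma on the authors' values with 1 added found 1. With no filter on low counts edgeR gave 485 features, 367 higher and 118 lower in ZA, none past an adjusted p of 0.05. In the authors' normalized values with folds from group means, 338 features were past the limits, 285 higher and 53 lower in ZA. Of these, 135 had no reads in any treated library and 24 had none in any ZA library, and the median was 7 reads over the 9 libraries. When every library was thinned to 12877 counts, the share lower in ZA was 22.7% (20.3% to 27.5% over 20 draws), against 15.7%. It was 36.2% (33.4% to 39%) with the 10 features with most counts left out before thinning. The count of 338 became 511 without treated animal 13 and 694 without treated animal 58.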

Additional Volcano plots and the list of genes and fold changes associated for all plots are available as supplemental data (Supplementary Figs. S1, S2, S3 and S4).

**Figure 1:**
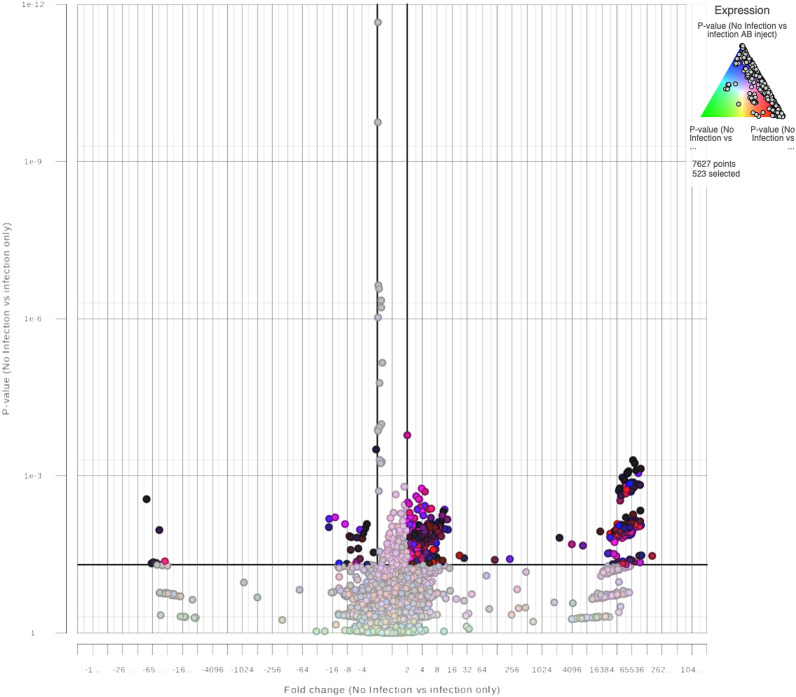
Controls vs treated. A Volcano plot for 19 blood samples indicating likely significant expression of transcripts (* = p < 0.05) based on treatment type of *Capra hircus* following STAR alignment and GSA differential analysis for transcript sequences of 7,627 identified transcripts (points selected) on 7 dpi. The fold change indicates downregulation (* =  < − 2), no change (NC; * =  > − 2, * =  < 2), and upregulation (* =  > 2) transcript distribution when comparing control samples to treatment samples as expressed against a Numeric Triad of P-values for controls vs treated (green), controls vs ZA (red) and controls vs AB (blue).

### Blood metagenomic composition

The average number of raw reads for 16S rRNA analyses of blood samples from hosts using Kraken and Mothur (v1.45.3) were compared. The distribution of raw read counts indicated the apparent difference in number using Kraken between 7 dpi (n = 18) and 21 dpi (n = 20). Kraken showed that there were 43.61 raw reads for metagenomic analyses of blood collected on 7 dpi as compared to 2,638.80 raw reads for metagenomic analysis of blood samples at 21 dpi.

The average distribution of raw read counts for 16S rRNA analysis of blood samples from hosts using Mothur (v1.45.3) identified an average distribution to vary between 7 dpi (8,926 raw reads per blood sample, (n = 18)) and 21 dpi (183,457 raw reads per blood sample (n = 20)) (Supplementary Table S4).

We examined how different treatments affect levels of alpha diversity, and how such levels progress within a certain treatment with time using Kraken and Mothur. Comparing the Shannon diversity indices between all four conditions at 7 dpi shows that significant differences between 7 and 21 dpi microbial composition exist for all comparisons using Kraken (Supplementary Tables S1 and S2). Simpson index for comparison of control and AB treatment also indicate significance with AB treatment subjects having more evenness in bacterial groups when compared to controls. A similar comparison between all four conditions at 21 dpi showed that there is only one significant change (No Infection vs ZA) in Shannon and Simpson diversity index using Kraken (Supplementary Table S2). Collectively levels of alpha diversity vary between AB and controls early (7 dpi) but not late (21 dpi) when using Mothur for analysis (Supplementary Table S3). Whereas collective levels of alpha diversity appear to vary between AB and controls and ZA and controls for both early and late indices when using Kraken for analysis (Supplementary Tables S1 and S2).

Comparison of diversity indices within a same treatment at 7 dpi and 21 dpi shows statistically significant difference in Shannon diversity where infected only is compared to ZA (Supplementary Tables S1 and S2). The diversity of both infected only and ZA subjects doubled at 21 dpi when compared to the same treatment at 7 dpi. Alternatively, the Simpson index was found to be significant when the controls at 7 dpi were compared to controls at 21 dpi. The controls at 21 dpi were found to have threefold more richness/evenness compared to controls at 7 dpi. Collectively this shows that alpha diversity for ZA increases with time in samples exposed to *H. contortus* infection (Supplementary Table S2).

16S rRNA Relative Abundance profiles (Fig. 2) showed that for all 7 dpi samples combined, the highest mean relative abundant phyla were Actinobacteriota (19.23%) followed by Bacteroidota (20.5%), Proteobacteria (16.5%), and Bacteria unclassified (12.35%). Whereas for 21 dpi the most abundant phylum was Actinobacteriota (21%) followed by Bacteroidota (19.9%), Proteobacteria (15.9%), and Bacteria unclassified (13%).

**Figure 2:**
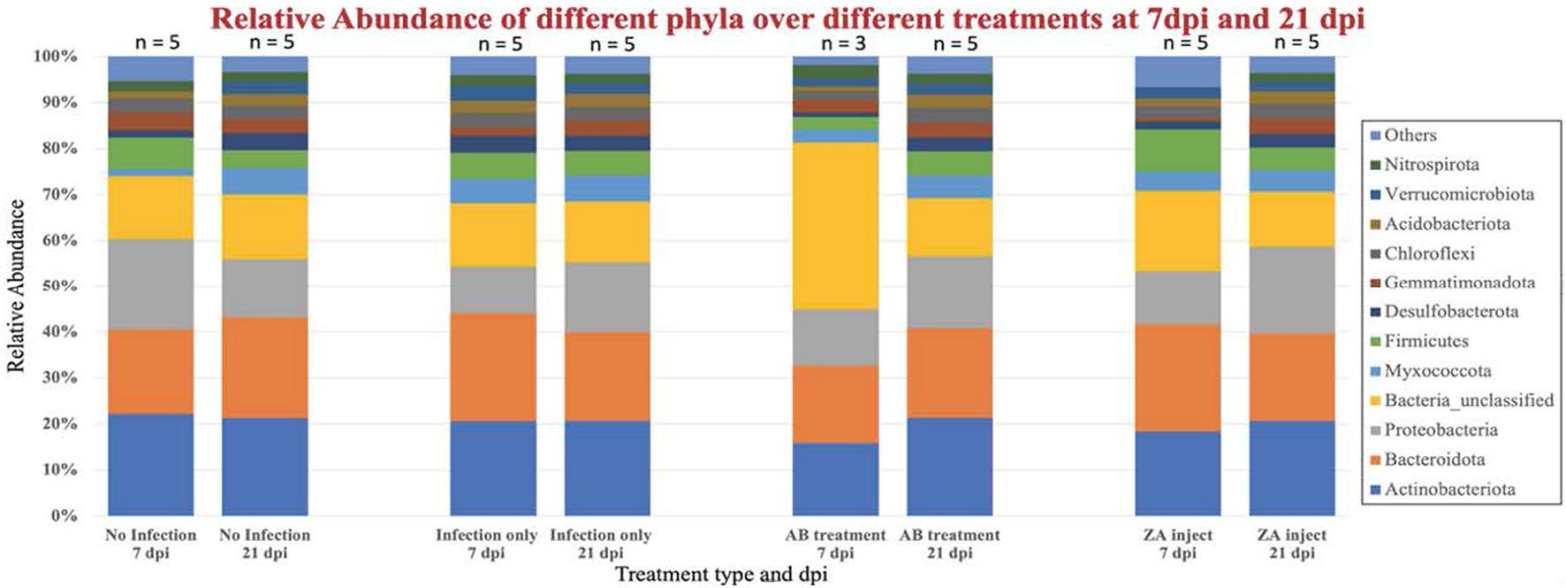
Relative Abundance of different phyla at 7 dpi and 21 dpi with 4 different treatments.

We examined how different treatments affect community structure profiles, and how microbial community progresses within a certain treatment with time. We identified differences in microbial community profiles across various conditions in 7 dpi samples, as well as in 21 dpi samples (Supplementary Table S3). In infection only subjects the application Mothur was used to identify that there was an increase in the relative abundance of *Proteobacteria* (5%) and a decrease in *Bacteriodata* (4.1%) over time when comparing 7 dpi and 21 dpi subjects (Supplementary Table S3). For AB treatments, the percentage abundance of *Actinobacteria* increased by 6% and *Proteobacteria* also increased by 3.8% whereas the bacteria unclassified increased by 10.4% when examining control subjects. Finally, for ZA subjects, there were increases of Proteobacteria (7.53%), bacteria unclassified (5.6%), Actinobacteria (2.27%), and Gemmatimonadetes by 2.57%; however, there was a decrease in Bacteroidota (4.33%), (Supplementary Table S3).

Comparison between treatments at 21 dpi showed relatively smaller shifts in bacterial community composition. There was an increase in Proteobacteria (by 3% in infection only as well as AB treatment and by 7% in ZA) and decrease in unclassified bacteria (by 1% in infection only as well as AB and 2% in ZA) when compared to control subjects. Collectively these results suggest that specific shifts occur in response to infection, AB and ZA at both 7 dpi and 21 dpi samples (Supplementary Table S3). Therefore, when monitoring temporal progression of microbial communities within a specific condition, interesting patterns emerged. This shows that the progression of specific bacterial phyla changes over time with differing treatments. Collectively this shows differences between early and late stage of infection (Figs. 1, 2; Supplementary Table S3).

Of special importance is the use of Mothur to obtain *Firmicutes*/*Bacteroidetes* (F/B) ratios, since the ratios have been linked to *H. contortus* parasite infection^19^ and related to general health and dysbiosis in ruminants (PMC54041910)^21–23^. In the control group (Not Infected), the F/B ratio was 0.38 at 7 dpi and decreased to 0.18 at 21 dpi (Table 1). This ratio for control at 21 dpi (0.18) is lower than that observed in all other treatments at 21 dpi (Infection only = 0.28, AB = 0.27 and ZA = 0.26) (Supplementary Table S4). In contrast, infection induced an opposite trend: an initial decrease in F/B ratio to 0.24 at 7 dpi but subsequently increased to 0.28 at 21 dpi. The F/B ratio profile in ZA followed a similar pattern to no infection whereas the AB has F/B profile trend more like infection only (Table 1). This suggests that the AB bring the F/B profile closer to uninfected F/B profile when compared to infected or ZA samples. These values support the idea that measurable outcomes that can differentiate metabolically healthy wethers from parasitically compromised wethers based on changes in *Bacteriodetes* % Composition to *Firmicutes* % Composition^17–19^.

**Table 1:** Average F/B values for different treatment samples at 7 dpi and 21 dpi.

Treatment\Dpi	7 dpi	21 dpi
No Infection	0.38	0.18
Infection only	0.24	0.28
AB treatment	0.17	0.27
ZA inject	0.39	0.26

## Discussion

To characterize the nematode-infected host transcript and microbiome, we examined transcript patterns from 7 dpi (n = 19) and the microbiome at 7 dpi (n = 18) and 21 dpi (n = 20). We focused on whole-blood or buffy coat derived extractions of blood-based samples^24–26,31,32^ to discriminate among controls and treatments. We performed transcript analysis using STAR^20^, completing differential analysis using GSA^21^ and compared tools for microbial assignments between Kraken^22^ and Mothur (v1.45.3). 

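An edgeR quasi-likelihood test for any difference between the 4 groups found no feature past an adjusted p of 0.05 among the 174 tested, and 8 features with an unadjusted p below 0.05. DESeq2's likelihood ratio test on the same features found 1 past an adjusted p of 0.05. With no filter on low counts, edgeR found 7 of 7627 features past an adjusted p of 0.05 and 486 with an unadjusted p below 0.05. limma on the authors' values found 7 past an adjusted p of 0.05.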

One transcript analysis identified 7627 gene points selected that were expressed and show differences in association across treatment types at 7 dpi.

Unlike the results described by a previous study where it was surmised that infection by *H. contortus* did not affect caprine microbial diversity^5^, we identified that in goat blood samples there are changes in diversity and richness^28^. Microbial composition changes in diversity and richness over age (dpi), even within the interval of a few days^32–35^, further supporting that microbial flora diversity and richness are associated with health or the indication of no infection^30,31^ with age. We identified that there is an existence of likely significance based especially on treatment types. We also determined that blood-based metagenomic analysis can be used to identify differences between healthy controls and treatments of *Capra hircus* wethers that are infected with *Haemonchus contortus*^27,31^.

Factors, including antibiotics, can change the composition of microbiota^36^ often destroying the composition of beneficial microbes along with pathological ones. Thus, causing dysbiosis or the development of unwanted microbes^29,33^. Thus, the residual infection condition is still evident despite antibiotic or other types of treatment, indicated by inflammatory results or an increase in ratio of inflammation causing microbial flora (*Firmicutes*). We identified evidence that the composition of inflammatory microbiota increases with ZA or AB treatment. With a greater increase being exhibited by AB.

Our results imply that there are differences in transcripts as subjects become older or are exposed to parasitic infection longer. Attributes of the different treatment types show that transcripts are expressed in response to the *H. contortus* presence. 

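Between the 5 controls and the 14 infected wethers of the 3 infected groups together, edgeR placed 10 of 174 features past the limits of p and fold change, all lower in the infected wethers. DLG2 had a CPM of 316 ± 173 (SD, n = 14) in infected wethers, a log2 fold change of -1.71 (standard error 0.409, adjusted p = 0.0867 from edgeR's quasi-likelihood test). SNRNP35 had a log2 fold change of -1.91 (standard error 0.556, adjusted p = 0.243) and PRR36 of -1.40 (standard error 0.481, adjusted p = 0.331) in the same edgeR test. None of the 174 passed an adjusted p of 0.05 with edgeR, where 16 had an unadjusted p below 0.05. Without the filter on low counts edgeR found 1, and with DESeq2 1 passed, each lower in infected wethers. With limma on the authors' values 3 passed, and 6 with 1 added to the values, all higher in infected wethers. PRR36 was no longer among the tested features without control animal 8, 44 or 52 or AB animal 50. The count of 10 became 4 without control animal 8 and 3 without control animal 52. Without treated animal 58, 5 features passed an adjusted p of 0.05 with edgeR, 1 higher and 4 lower in infected wethers. Without control animal 28 or treated animal 20, 1 feature did, lower in infected wethers. The paper draws its statement on the response from the attributes of the treatment types and names no single transcript for it.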

All pointing towards the implication of *H. contortus* to effectively change and disrupt the internal habitat of the host.

Health may be determined based on *Firmicutes*/*Bacteroidetes (F*/*B)* ratios. The *F*/*B* Ratio is estimated by utilizing the lowest and highest values of the non-infected reference range (controls)^18^. When the value of *F*/*B* falls above a threshold, it would be considered in the “high” range, whereas falling below a threshold, would be considered in the “low” range^18^. Therefore, “health” is determined by where the *F*/*B* ratio lies, being quantitatively drawn from ratios of non-infected ranges of reference.

A high *F*/*B* ratio may be related to increased caloric extraction from food, fat deposition and lipogenesis, impaired insulin sensitivity, and increased inflammation. An elevated comparison to the reference range of harmful intrusion, may indicate that a hyperactive or inflamed response is occurring due to parasitic burden. Whereas a low *F*/*B* ratio, may be an indicator of dysbiosis. A ratio that is depressed compared to the reference range of harmful intrusion, may indicate that the host does not have adequate means of defending itself, thus the parasite load is depleting host resources. Both measures are postulated to correlate to decreased diversity of the microbiome compared to healthy non-infected cohorts (controls).

## Conclusions

We hypothesized that blood-based tools can be used to identify resistance to *H. contortus* parasitism. We used transcripts and metagenomic analysis towards developing blood-based tools. We identified that the bacterial composition of the metagenome in wethers becomes altered during parasite infection. We showed that the response is expressed through transcripts exhibited by the host genome and its metagenome. There is a visibly apparent quantitative pattern differentiating controls versus treated subjects. The host genome and microbiome respond together to parasitic invasion. The elevation/depression of the *Firmicutes*/*Bacteriodetes* (*F/*B) ratio indicates “health” or similarity to controls. We finally identified that bacterial diversity/richness in wethers changes to resemble “health” as they age.

The metabolic systems affected warrant further investigation to identify specific pathways where significant changes have resulted based on being exposed to infection. Specific transcripts may also require further in-depth study to determine specific functionality. Furthermore, the development of computational algorithms for correlation of microbial abundance and diversity are warranted. The authors conjecture that blood samples are shown here to be a possible means to indicate *H. contortus* infection based on detection of microbial flora abundance and diversity as well as in transcript profiles. Correlations can be drawn on statistical levels of microbial flora for this specific type of inflammation. The specificity in the range of microbial flora may indicate the occurrence of depleting resources or inflammation due to *H. contortus* infection. In other words, this implies metagenomic and distant transcriptional effects by *H. contortus* that changes and disrupts the health of the host with measurable quantitative results. The development of a standard laboratory diagnostic procedure using blood microbiota to detect gastrointestinal infection with *H. contortus* is the ideal course of action.

## Materials and methods

Forty wethers (10 per treatment) were used as non-infected controls, others infected with *Haemonchus contortus* and anti-γδ T-cell antibodies*,* also some infected with zolodronic acid (a bisphosphonate derivative), all under controlled conditions. We evaluated wethers following the introduction of infections at 7 dpi and 21 dpi. Vitals were examined through weight check, whole blood evaluation through CBC with Differential Count if indicated, and FEC tested. Expression of 7627 genes were identified through different treatment types after 7 dpi. Testing and evaluation were completed through extraction of DNA of the samples of blood utilizing modified protocols of Microbiome DNA Isolation Kit from Norgen Biotek Corp. (Thorold, ON, Canada). Reverse transcribed cDNA libraries were constructed and later sequenced using Swift Biosciences kits. Analysis was evaluated through default Partek Flow software suites (St. Louis, Missouri, USA) for microbiomes using Kraken at 7 dpi (n = 18) and 21 dpi (n = 20). Blood samples datasets were obtained through sequencing using the NGS Illumina RNA-Seq instrument. Quality assurance and quality control analytics were used for 7 dpi (n = 19). In all there were five goat wethers in four treatment groups for the analysis of this research. So, the CBC with Diff Count if indicated and other blood test can distinguish certain markers to notify health and other immune response symptoms.

### Animals and treatments

Forty Alpine wethers (114.2 ± 0.92 d of age and 19.4 ± 0.33 kg BW at the start of the experiment) that had been raised in indoor pens at the Langston University Research Farm were used. The wethers were checked for fecal egg counts (FECs) and confirmed to be nematode-parasite free. Whethers were placed in pens by BW and then randomly allocated to treatments within each pen. Thereafter, a small number of treatment assignments were changed to achieve more similar mean and variation in BW. There were no exclusions. All animals were allowed to acclimatize to pens and feeders for daily supplies of 200 g concentrate pellet per animal composed of 500 g of ground grass (50%) and alfalfa (50%) hays. The treatment groups were as designed in Table 2.

**Table 2:** Experimental set-up. Treatment Group (1–4) for infection L3 *H. contortus* (+) or non-infection *H. contortus* (−), with (+) or without (−) treatment type (Zoledronic acid (ZA) injection or γδ T depletion (AB)).

Group	L3 *H. contortus* infection	Zoledronic acid	γδ T depletion
1	−	−	−
2	+	−	−
3	+	+	−
4	+	−	+

On the first (1) day prior to the L3 infection, the AB injection was administered intravenously. ZA were administered intravenously 7 days prior to and 0, 7, and 14 days after the L3 infection. At the beginning of the experiment all kids except Group 1 were given 10,000 *H. contortus* infective larvae (L3; hatched and isolated from feces being collected from LU goats) by gavage. Five animals from each group were euthanized on 7 dpi for sampling and the other five animals were euthanized 21 dpi.

### Blood sample collection and processing

Blood samples were collected from five goats in four treatment groups 7 dpi. Blood samples included red blood cells, white blood cells (total and differential), hemoglobin, platelets, and plasma protein, from the jugular vein were collected in EDTA tubes. Quality assurance/quality control (QA/QC) parameters resulted in blood samples from 19 cDNA libraries that were used from samples collected 7 dpi. The cDNA libraries were sequenced on an Illumina RNA-Seq Next-generation sequencing (NGS) instrument and filtered and normalized using default Partek Flow software suites (St. Louis, Missouri, USA).

Methods of identifying naturally occurring microbial flora in nontreated and treated wethers were identified. Profiles are based on primers spanning the hypervariable regions V1–V9 of the 16S rRNA gene and the internal transcribed spacer (ITS) region 1 amplified with primers ITS1 and ITS2. PCR reactions consisted of 50 ng input DNA per reaction completed to 20 μL reaction mixture. Each sample was amplified with random barcoded primer combinations. Reactions were quantified with a NanoDrop™ 2000 (Thermo Fisher Scientific, Waltham, MA 02451). Analytics for QA/QC for high-throughput barcoded Illumina MiSeq NGS sequencing of 16S rRNA, resulted in 18 samples that were obtained for 7 dpi and 20 samples for 21 dpi.

### Total RNA purification

Total RNA was collected from blood samples using a modified TRIzol reagent procedure (Thermo Fisher Scientific, Waltham, MA, USA).

### Lysate preparation from blood

The cDNA libraries were constructed by initial first strand synthesis using the Protocol for Non-directional RNA-seq Workflows and NEBNEXT (New England Biolabs, Ipswich, Massachusetts, USA) Ultra II RNA First Strand Synthesis Module (E7771), according to a modified manufacturer’s protocol.

### First strand cDNA synthesis reaction

The first strand synthesis reaction was assembled on ice by adding components to the fragmented and primed RNA for a total volume of 20 mL. The reaction was mixed thoroughly by pipetting. The sample was incubated in a preheated thermocycler with the heated lid set at 80 °C as follows: Step 1: 10 min at 25 °C; Step 2: 15 min at 42 °C; Step 3: 15 min at 70 °C; and Step 4: Hold at 4 °C. We then proceeded directly to Swift Biosciences (Ann Arbor, Michigan, USA) ACCEL-NGS 1S PLUS DNA LIBRARY KIT: Single, Dual Combinatorial and Unique Dual Indexing and prepared the DNA Libraries.

### Microbiome DNA isolation

Microbiome DNA was collected from blood samples using a modified Microbiome DNA Isolation Kit from NORGEN BIOTEK CORP. (Thorold, ON, Canada).

### Sequencing

Quality Assurance/Quality Control of bar-coded sequence prepped samples of cDNA and the cDNA library sequencing with an Illumina RNASeq NGS instrument were completed by the Genomics Core Facility at Oklahoma State University (Stillwater, Oklahoma, USA).

Quality Assurance/Quality Control of bar-coded sequence prepped samples were completed and sequenced for 16S rRNA metagenomics of blood samples by Swift Biosciences (Ann Arbor, Michigan, USA) using an Illumina MiSeq NGS instrument.

### Computational analysis

Several methods were utilized to conduct bioinformatic analysis of the obtained sequence data. For gene expression analyses, we used the Partek Flow (St. Louis, Missouri, USA) software suites pipelines that include, but are not limited to the STAR algorithm, Normalization, and the gene set differential analysis method (GSA).

Preliminary analyses included Qiime2 open-source analysis for the metagenomic or microbiome analysis. The results obtained utilized the Kraken pipeline through the Partek Flow (St. Louis, Missouri, USA) software suites. Inflammation comparisons were based on the ratio of *F*/*B* ratios that are evident as well as the reduction of microbial diversity.

Mothur (v1.45.3) was also used for microbiome analysis. The MiSeq manual protocol (http://mothur.org/wiki/miseq_sop/) was followed to obtain the 16S rRNA diversity, classify sequences into OTUs and calculate alpha diversity index such as Shannon diversity index and Simpson index. For Shannon and Simpson diversity index values, the student t-test was calculated, and the significance of these indices were based on p-value of < 0.05.

### Ethical approval and consent to participate

The treatment of animals is abided by the guidelines of the Langston University Institutional Animal Care and Use Committee (LUACUC) Approval # 2018-14. All experiments were performed in accordance with relevant guidelines and regulations. Furthermore, the reporting in this manuscript is in accordance with ARRIVE guidelines.

### Consent for publication

All authors have consented for publication.

## Supplementary Information

Supplementary Legends.

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Tables.

## Data Availability

The metagenomic data have been deposited with links to BioProject accession number PRJNA612987 in the NCBI BioProject database (https://www.ncbi.nlm.nih.gov/bioproject/). The gene expression data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^37^ and are accessible through GEO Series accession number GSE169607 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169607.

# Supplementary material for: Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by Haemonchus contortus
**Source:** Sci Rep. 2022 Mar 30;12:5362. doi: 10.1038/s41598-022-08939-x
**Supplement:** Supplementary file 1 — Supplementary Legends.

## **Legends for Supplementary Tables**

### **Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by *Haemonchus contortus***

Yonathan Tilahun<sup>a,\*</sup>, Jessica Quijada Pinango<sup>a</sup>, Felicia Johnson<sup>a</sup>, Charles Lett<sup>a</sup>, Kayla Smith<sup>a</sup>, Terry Gipson<sup>a</sup>, Malcolm McCallum<sup>a</sup>, Peter Hoyt<sup>b</sup>, Andrew Tritt<sup>c</sup>, Archana Yadav<sup>d</sup>, Mostafa Elshahed<sup>d</sup>, and Zaisen Wang<sup>a</sup>

Supplementary Table S1. Average of Shannon and Simpson indices results for 7 dpi using Kraken.

Supplementary Table S2. Average of Shannon and Simpson indices results for 21 dpi. using Kraken.

Supplementary Table S3. Average number of sequences over different treatments at 7 dpi and 21 dpi using Mothur.

Supplementary Table S4. Raw number of sequences in samples for 21 dpi. The Mothur calculated *Firmicutes/Bacteroidetes* (*F/B*) ratios.

# Supplementary material for: Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by Haemonchus contortus
**Source:** Sci Rep. 2022 Mar 30;12:5362. doi: 10.1038/s41598-022-08939-x
**Supplement:** Supplementary file 2 — Supplementary Figure S1.

**Legends and Supplementary Figures**

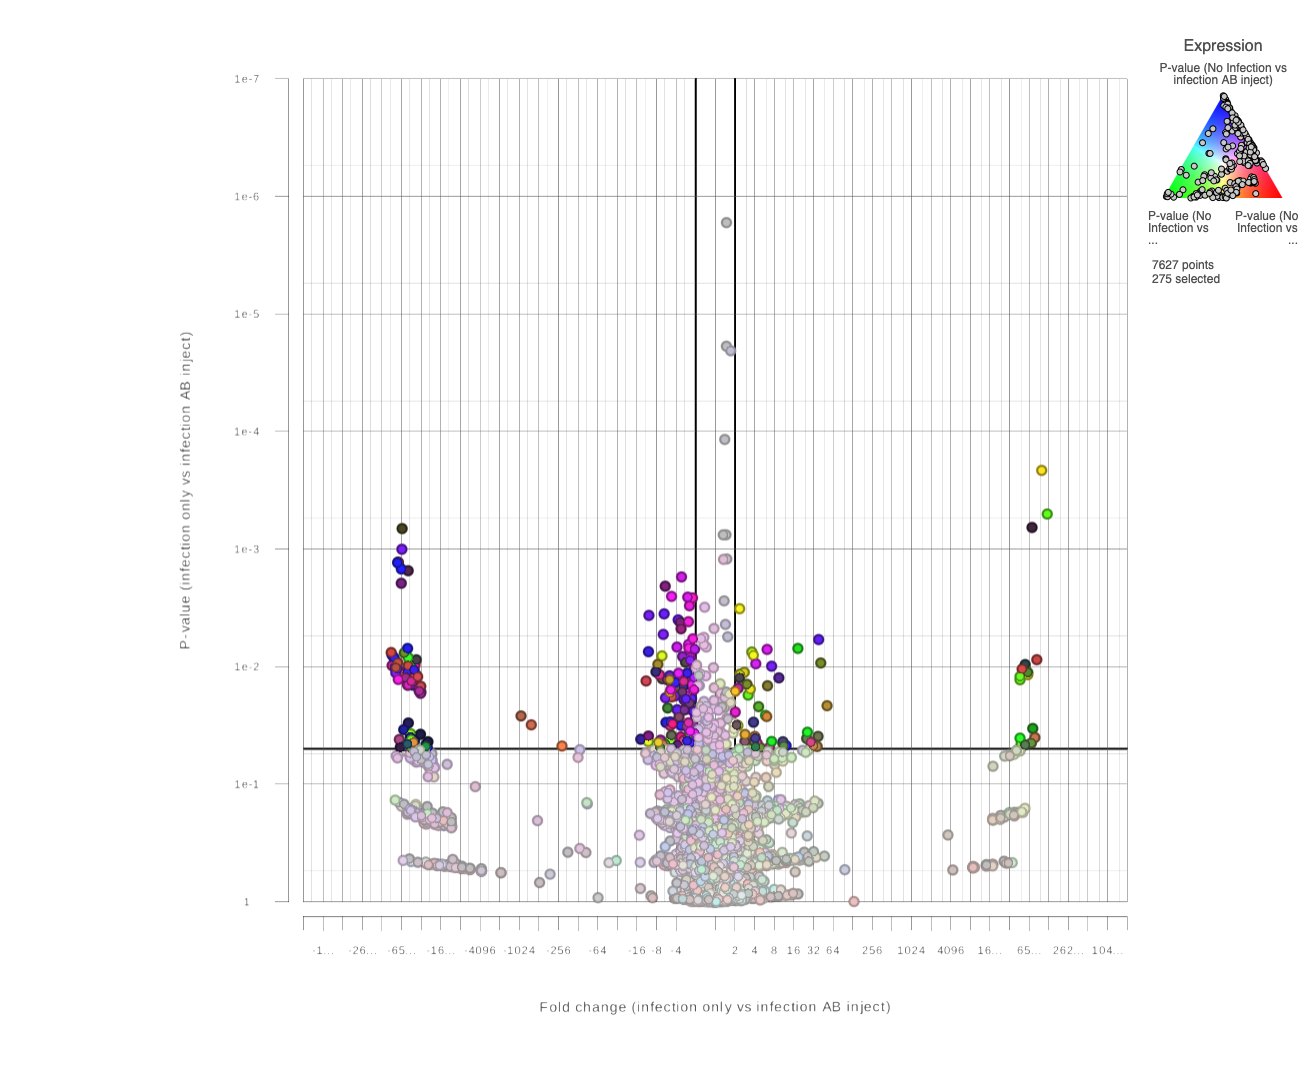

**Supplementary Figure S1**. A Volcano plot for 19/20 blood samples indicating likely significant expression of genes (* = p < 0.05) based on treatment type of *Capra hircus* following STAR alignment and GSA differential analysis for transcript sequences of 7627 identified genes expressed on 7 dpi. The fold change indicates downregulated (* = < -2), no change (NC; * = > -2, * = < 2), and upregulated ( * = > 2) gene distribution when comparing infection only samples to infection AB inject samples when expressed against a Numeric Triad of P-values for No Infection vs Infection only (green), No Infection vs Infection ZA inject (red) and No Infection vs infection AB inject (blue).

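Between treated and AB (5 libraries each), edgeR placed 2 of the 174 tested features past the limits of p and fold change, both higher in AB. The one with a gene symbol, PXMP4 (chromosome 13, 62730702 to 62747008, minus strand), had a CPM of 385 ± 189 (SD, n = 5) in treated and 800.1 ± 194 (SD, n = 5) in AB. Its log2 fold change was 1.06 (standard error 0.345, adjusted p = 0.973 from edgeR's quasi-likelihood test). It fell below a 2-fold change without treated animal 13, treated animal 58 or AB animal 17, and it was past the limits in 9 of 23 settings other than the main one, libraries left out included. Its log2 fold change was below 1 with median-of-ratios factors (0.97), total counts only (0.76), no filter (0.87), a mean count of at least 1 (0.81), DESeq2 (0.996), each limma setting (0.58 to 0.63) and the authors' scaling factors (0.55). With the authors' scaling factors 3 features were past the limits, all lower in AB. The count of 2 became 1 without treated animal 13 and 5 without treated animal 20. No feature of the 174 passed an adjusted p of 0.05 with edgeR or DESeq2, where 3 and 4 had an unadjusted p below 0.05, respectively, and 1 passed with limma on the authors' values, lower in AB. Tested with no filter on low counts, 592 of 7627 features were past the limits in edgeR, 522 higher and 70 lower in AB, and 2 passed an adjusted p of 0.05, both higher in AB. Under the authors' scaling factors with no filter, 394 were past the limits, 249 higher and 145 lower in AB. Those factors were chosen after the data were examined. In the authors' normalized values with folds from group means, 275 features were past the limits, 209 higher and 66 lower in AB. Their median was 9 reads, and in 125 of them one group had no reads. Without treated animal 58 the count of 275 became 413. The AB antibody is directed at γδ T cells, but of 16 γδ T cell genes chosen before the data were examined only SOX13, BLK and GATA3 are among the listed features. They had 12, 10 and 21 reads over the 19 libraries, so these genes could not be used to check the AB labels.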

# Supplementary material for: Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by Haemonchus contortus
**Source:** Sci Rep. 2022 Mar 30;12:5362. doi: 10.1038/s41598-022-08939-x
**Supplement:** Supplementary file 3 — Supplementary Figure S2.

**Legends and Supplementary Figures**

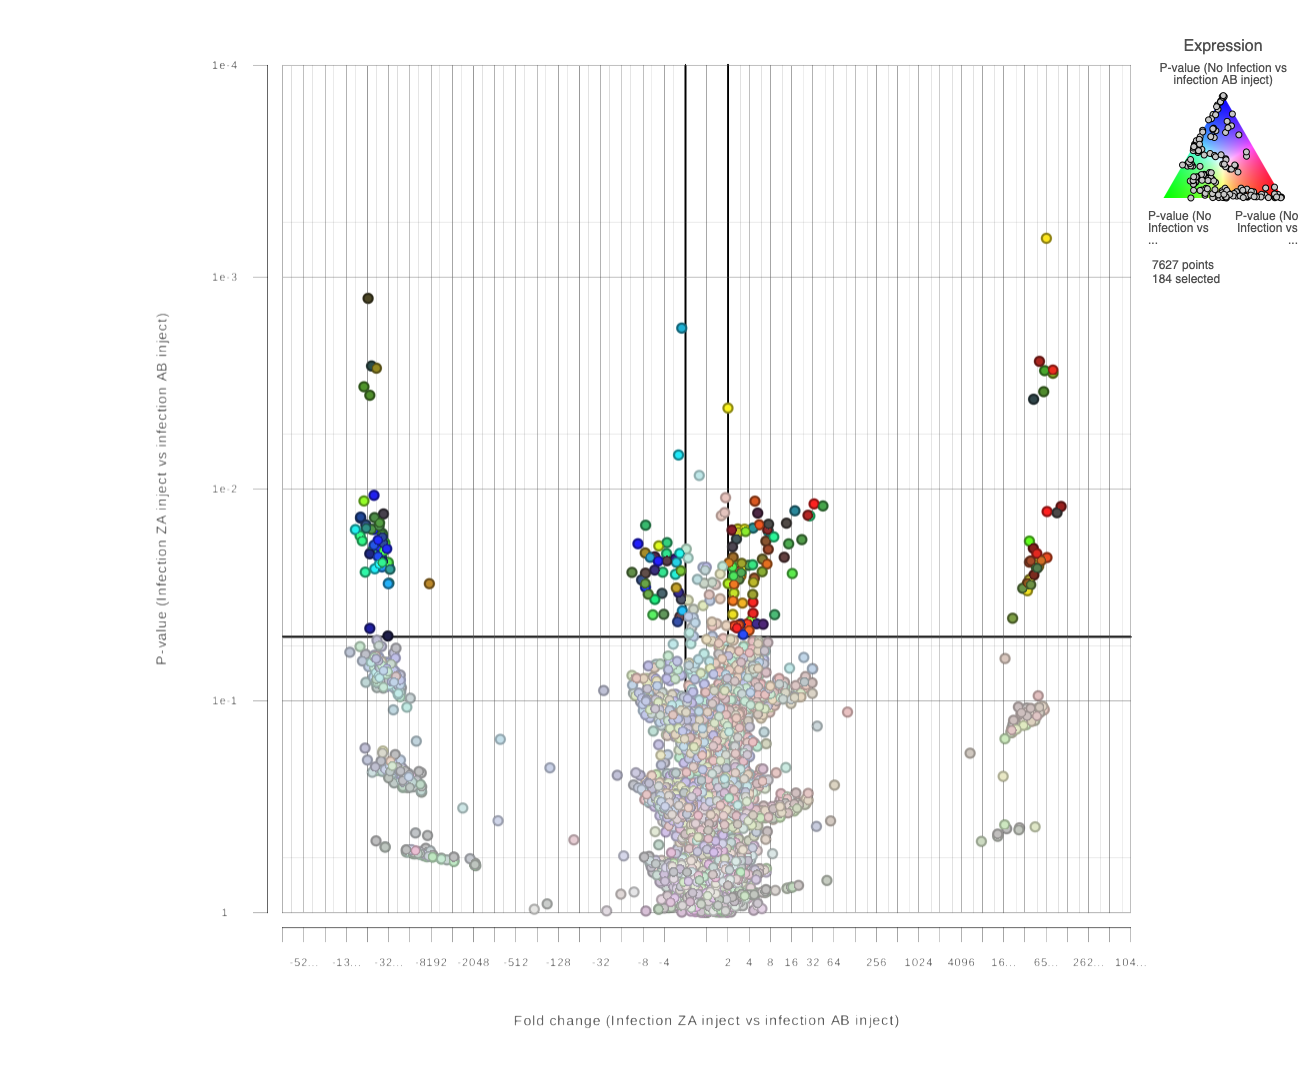

Supplementary Figure S2. A Volcano plot for 19/20 blood samples indicating likely significant expression of genes (* = p < 0.05) based on treatment type of *Capra hircus* following STAR alignment and GSA differential analysis for transcript sequences of 7627 identified genes expressed on 7 dpi. The fold change indicates downregulated (* = < -2), no change (NC; * = > -2, * = < 2), and upregulated (* = > 2) gene distribution when comparing Infection ZA inject samples to infection AB inject samples when expressed against a Numeric Triad of P-values for No Infection vs Infection only (green), No Infection vs Infection ZA inject (red) and No Infection vs infection AB inject (blue).

# Supplementary material for: Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by Haemonchus contortus
**Source:** Sci Rep. 2022 Mar 30;12:5362. doi: 10.1038/s41598-022-08939-x
**Supplement:** Supplementary file 4 — Supplementary Figure S3.

**Legends and Supplementary Figures**

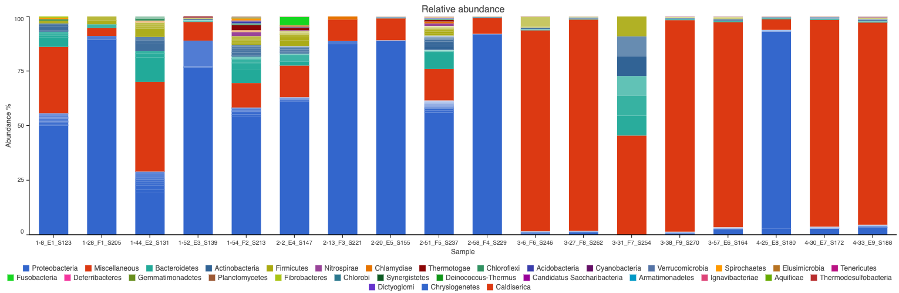

**Supplementary Figure S3. Relative Abundance of OTUs at 7 dpi for 18 samples.** The first number before each sample ID identifies the treatment type (1 = Control, 2 = Treated, 3 = ZA, and 4 = AB).

# Supplementary material for: Transcript and blood-microbiome analysis towards a blood diagnostic tool for goats affected by Haemonchus contortus
**Source:** Sci Rep. 2022 Mar 30;12:5362. doi: 10.1038/s41598-022-08939-x
**Supplement:** Supplementary file 5 — Supplementary Figure S4.

**Legends and Supplementary Figures**

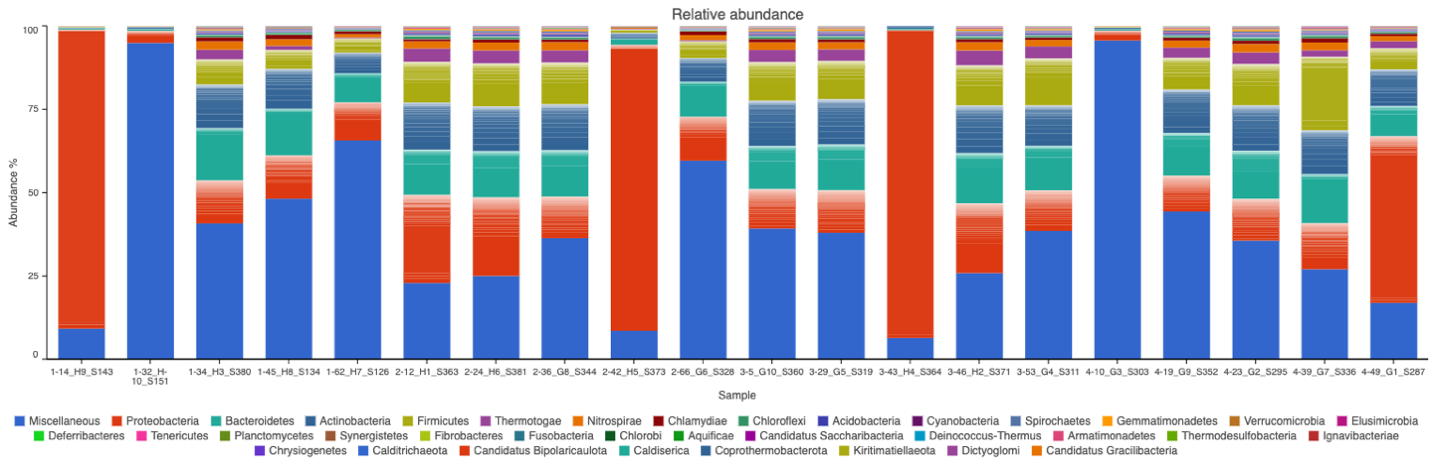

**Supplementary Figure S4. Relative Abundance of OTUs on 21 dpi for 20 samples.** The first number before each sample ID identifies the treatment type (1 = Controls, 2 = Treated, 3 = ZA, and 4 = AB).

How the deposited data were processed for this re-analysis (not part of the article)

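RNA sequencing of whole blood at 7 dpi covered 19 wethers, 5 controls, 5 treated, 4 ZA and 5 AB, with 1 library each. The authors aligned reads with STAR in Partek Flow, filtered and normalized with its default settings, and deposited estimated counts per annotated feature without normalization. The deposited signal values, called normalized counts by the authors, are these estimated counts times a single factor for each library plus 0.0001. The factor is not stated, and the quantifier, the aligner version and the genome build were not given in the sources used here. The libraries were not directional, so reads of overlapping and antisense genes could not be told apart. Only features with at least 10 estimated counts over all libraries are listed, 7627 in all. Gene symbols and coordinates are those of the deposited files. Of 7470 features with a unique symbol in the RefSeq gene table of assembly ARS1.2, 7356 (98.47%) had the same start and an end 1 base lower, so the end is printed 1 base lower than in the file. That table was used for chromosome numbers and gene spans.

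Estimated counts were rounded to whole numbers. Library totals on the listed features ranged from 12877 to 41245. At these totals 3754 features have a mean count of at least 1 per library, which limits the precision of a fold change. No pair of libraries within a group was alike enough to be a library deposited more than once, since chi-square over its degrees of freedom ranged from 1.59 to 20.2 over 36 pairs and 82 features. Animals carry their own numbers and no pairing, and animal 51 was grouped by Supplementary Table S1 because its labels conflict. AB animals 17 and 50 have no line in that table and were grouped by their labels.

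The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization, all 4 groups in 1 fit, and the filterByExpr defaults (minimum count 10, minimum total 15), which left 174 features. Counts past the paper's limits used an unadjusted p below 0.05 and more than a 2-fold change, and adjusted p came from the Benjamini-Hochberg method at 0.05. The standard error printed with a log2 fold change is its absolute value divided by the square root of the F statistic. It is not a separate estimate. Alternatives were DESeq2 1.42.0, median-of-ratios factors, total counts only, no filter, a mean count of at least 1, the plate row as covariate, only the groups compared, limma 3.58.1 with a trend on the authors' log2 values (with their 0.0001 or with 1 added), and each library left out. These, the design and the gene lists were fixed before the data were examined. The 0.0001 was already in the deposited values and was not added again. Settings added afterwards were limma with folds from the ratio of group means, and the authors' scaling factors in edgeR with and without the filter. The first of these was picked from 9 fits whose counts had been compared with the paper's. PERMANOVA used vegan 2.7.1 with 9999 permutations. Library measures were compared by exact permutation tests, and correlations by permutation with 100000 resamples, or exactly under 10 libraries (scipy).

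For each pairwise comparison, the text names the 3 features with a gene symbol and the smallest p among those past the limits, and the γδ T cell genes. Lists of γδ T cell, T cell, B cell, neutrophil, eosinophil and basophil, monocyte, erythroid, platelet and interferon response genes were tested with camera and fry where at least 3 genes were left. Lists of genes of leukocytes and of muscle, brain, retina, liver and skin were written later, before their own test. The edgeR steps were tested on simulated counts for the comparison of controls and treated, drawn at the real means, totals and dispersions, with 200 of 7627 features changed 4-fold in each of 5 simulations. A set part of the changed features was drawn from the features that pass the filter in the real data. That part was larger than a random draw would give. Over the 5 simulations the filter left 183 of the 1000 changed features, a number largely fixed by that choice. The shares below hold only for that mix of features. Of these 183, 86.3% passed the paper's limits and 67.2% passed the adjusted p, and 13.7% of the features past the limits were unchanged ones. With no filter, 53.5% of the changed features passed the limits and 4.6% the adjusted p, and 79.0% of the features past the limits were unchanged ones. The microbiome sequences were not analysed here.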

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

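The test in this section was chosen after the value was seen. AB animal 17 stood far from the other AB libraries in the number of reads whose values add up to 1000000 in the authors' normalized values. The number was 1025443 for this library, against 138349 to 217324 in the other 4, a gap of 0.911 of the group's range where 0.71 is the limit for 5 samples. Of 24 combinations of measure and group examined, 1 was beyond its limit, and chance alone passes about 1 in 20. If the authors' factor is per aligned read, this library was sequenced more deeply. Its count on the listed features, 41245, was also the highest of the 19 libraries, but the gap of that total was 0.627 of the group's range, under the limit. Its listed counts were 4.02% of the 1025443 reads, the lowest share of the 19 libraries, so a deeper library and a library with a smaller share of reads on the listed features cannot be told apart, because the authors' factor is not given in the sources used here. No biological explanation was tested.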

How the results depend on the processing

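The settings limma with folds from group means and the authors' scaling factors were chosen after seeing the data, and the others were fixed before the data were examined. Counts are given in the order controls vs treated, controls vs ZA, controls vs AB, treated vs ZA, treated vs AB, ZA vs AB and controls vs all infected, which were 10, 2, 8, 0, 2, 1 and 10 past the paper's limits and 0 past an adjusted p in each, with edgeR.

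With no filter on low counts, the counts past the paper's limits were 649, 338, 391, 485, 592, 409 and 587, and with a mean count of at least 1 they were 231, 83, 178, 163, 178, 150 and 200. limma on the authors' values gave 669, 318, 320, 432, 357, 217 and 443 with their offset of 0.0001. With 1 added it gave 558, 272, 359, 358, 333, 224 and 390, and with the further filter on a mean value of at least 1 the same counts except 357 for treated vs ZA. limma with folds from group means gave 523, 290, 289, 338, 275, 184 and 366. The authors' scaling factors with no filter gave 407, 323, 334, 367, 394, 344 and 449. These settings test 3754 to 7627 features in place of 174, which by itself allows more to pass an unadjusted limit.

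Among settings that kept the 174 features, total counts only gave 5 for controls vs treated and 1 for treated vs AB, and median-of-ratios factors gave 1 for treated vs AB. Plate row as covariate gave 4 for controls vs treated, 0 for controls vs ZA and 3 for ZA vs AB. The 3 were higher in AB, where the single feature without the covariate was lower. Fitting only the groups compared gave 6 for controls vs ZA and 2 for ZA vs AB. The authors' scaling factors gave 5 for controls vs AB and 5 for controls vs all infected. Under them 7 of 9 features were higher in treated than in controls, where TMM gave 0 of 10 higher, both in controls vs ZA were higher in ZA, where TMM gave both lower, and all 3 in treated vs AB were lower in AB, where TMM gave both higher. The median log2 change of the 174 features from controls to treated was -0.28 with TMM, -0.10 with total counts only and 0.29 with the authors' factors.

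Past an adjusted p of 0.05, controls vs treated had 5 with total counts only, 3 with DESeq2, 9 in each of the 4 limma settings, 13 with the authors' scaling factors and 2 with those factors and no filter. The 5, 13 and 2 were all higher in treated. Controls vs ZA and treated vs ZA each had 1 in limma with 1 added, with and without the filter on the mean. Controls vs AB had 1 with no filter. Treated vs AB had 2 with no filter and 1 in each limma setting. Controls vs all infected had 1 with no filter and with DESeq2, 3 in limma with the 0.0001 offset and with folds from group means, 6 in limma with 1 added, and 2 with the authors' factors and no filter. The 3 and the 6 were higher in infected wethers. For any difference between the 4 groups the count was 7 with no filter, 1 with a mean count of at least 1 and with DESeq2, 7 in limma with the 0.0001 offset, 5 in limma with 1 added, and 4 with the authors' factors and no filter. The cause was not tested.

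The filter was run again with each library left out and left 161 to 209 features. The counts below therefore mix the influence of an animal with a changed set of features. With each library left out in turn, edgeR's counts past the paper's limits ranged from 2 to 15, 0 to 3, 4 to 10, 0 to 6, 1 to 5, 1 to 5 and 3 to 12. The lowest were without control 52 (2 in controls vs treated, 0 in controls vs ZA and 3 in controls vs all infected), without control 8 (0 in controls vs ZA and 4 in controls vs AB) and without treated 13 (1 in treated vs AB). In treated vs ZA the count was 4 without treated 2, 1 without treated 20, 6 without treated 58, 3 without ZA 6 or 38 and 2 without ZA 27. In treated vs AB it was 5 without treated 20, and in ZA vs AB it was 5 without AB 25 and 2 without ZA 6, 27, 38 or 57 or AB 30 or 50. In controls vs ZA it was 1 without control 54, ZA 27 or ZA 38. Past an adjusted p the counts ranged from 0 to 9 in controls vs treated and from 0 to 5 in controls vs all infected, both highest without treated 58 (controls vs all infected also had 1 without control 28 or treated 20), and stayed at 0 in the other comparisons. The cause was not tested.

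For the genes named at the comparisons, no setting that was run changed a direction. Of 144 values with a library left out, 132 stayed past the limits and 12 did not. In 10 more runs PRR36 was not tested, because it did not pass the filter without control 8, 44 or 52 (controls vs treated, vs ZA and vs all infected) or without AB 50 (controls vs all infected). Of the other 166 values 116 stayed past the limits and 50 did not.

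The variance that went with the group was 37.6% (permutation p = 0.0196) on Bray-Curtis distances, past 0.05 where the other 4 settings were not. The cause was not tested. The planned version on the most variable filtered features was not run, since it asked for more features than the 174 that pass the filter. The features listed fell from 7627 to 3754 at a mean count of at least 1. Between plate rows 1 of 174 features differed at an adjusted p of 0.05 with edgeR (11 at an unadjusted p below 0.05), 1 did with total counts only and 6 at a mean count of at least 1. No gene list had 3 genes in the main test, and 4 of 9 had at a mean count of at least 1. Features past the limits in the same direction in a pair of comparisons against controls numbered 2 (treated and ZA), 4 (treated and AB) and 1 (ZA and AB), and 15, 36 and 9 at a mean count of at least 1. No paired analysis was possible, because the animals of different groups share no numbers and the pens within which the paper allocated wethers are not in the labels.

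In simulated counts for controls vs treated, edgeR recovered 4.6% of the 1000 features changed 4-fold at an adjusted p of 0.05 with no filter. A set part of the changed features was drawn from those that pass the filter in the real data, so these shares hold only for that mix. With the filter, which left a mean of 177.4 features, it recovered 67.2% of the 183 changed features that were left. The parts of depth, spread between animals and group size in this were not separated.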

Differences from the paper's values

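The counts of transcripts past the paper's limits differ from the paper's in all 6 comparisons in the main edgeR test of 174 features. For controls vs treated the paper's value is 523 and edgeR gave 10. For controls vs ZA the paper's value is 290 and edgeR gave 2. For controls vs AB the paper's value is 289 and edgeR gave 8. For treated vs ZA the paper's value is 338 and edgeR gave 0. For ZA vs AB the paper's value is 184 and edgeR gave 1. For treated vs AB the paper shows about 280 in Supplementary Fig. S1, read by eye, and edgeR gave 2.

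Of the alternatives set before the data were examined, limma on the authors' values lies within 1.5 times the paper's value in all 6 comparisons, with their offset of 0.0001, with 1 added, and with 1 added and a filter on the mean. edgeR with no filter does so for controls vs treated (649), controls vs ZA (338), controls vs AB (391) and treated vs ZA (485), but not for treated vs AB (592) or ZA vs AB (409). edgeR at a mean count of at least 1 does so for ZA vs AB (150) and for no other comparison. Median-of-ratios factors, total counts only, DESeq2, the plate row covariate and the fit of only the groups compared do so for none.

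Other settings were added after seeing the values. limma on the authors' values with the fold change taken from the ratio of group means gave 523, 290, 289, 338, 275 and 184 in the order controls vs treated, controls vs ZA, controls vs AB, treated vs ZA, treated vs AB and ZA vs AB, which are the paper's values for the comparisons other than treated vs AB, and for that one 275 matches the number printed as text in Supplementary Fig. S1, which is rounded above. It was chosen after seeing the values, from 9 fits whose counts had been compared with the paper's, and the paper's own lists of called transcripts were not used here, so how many of them it drops was not counted. The paper names Partek's GSA and does not name this setting. The authors' scaling factors with no filter, also added after seeing the values, gave 407, 323, 334, 367, 394 and 344, within 1.5 times the paper's value except for ZA vs AB (344). With the filter these factors gave 9, 2, 5, 0, 3 and 1, and none lies within it. The count of features listed, 7627, is the paper's.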

Other observations

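The counts of other splits, the thinning of libraries, the left-out features and libraries, the test of the offset, the simulations of unchanged libraries, the comparisons of library measures and the limma setting with folds from group means were chosen after the result was seen, the tests of leukocyte and other tissue genes and of TSEN54 with library totals were chosen after the data were examined but before their own results, and the tests of the Shannon index, the shared controls and the blood cell gene lists were planned.

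Other splits of the same libraries into groups of the same size often gave as many features past the paper's limits. With edgeR on 174 features, 100 splits gave at least as many as the real one in 6 (controls vs treated), 31 (controls vs ZA), 5 (controls vs AB), 100 (treated vs ZA), 92 (treated vs AB) and 99 (ZA vs AB) cases, the real one included, and in 14 for controls vs all infected and 23 for an unadjusted p in the test of any difference. The 100 for treated vs ZA was fixed in advance, since the real count is 0, and decides nothing. Chance cannot be excluded for any of the others. In the authors' values with folds from group means the numbers were 4, 3, 15, 39, 76 and 100 of 100 in the same order, so chance can be excluded at 0.05 for the counts in controls vs treated and controls vs ZA, not for the others, and without correction for the 6 comparisons. The split of libraries into ZA and AB gave 184 features, the fewest of its 100 splits, which had a median of 269.5.

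In 20 simulations of libraries with no change between groups, at the real totals and spread, the highest counts in the same setting were 303 (controls vs treated), 304 (controls vs ZA), 265 (controls vs AB), 334 (treated vs ZA), 335 (treated vs AB) and 324 (ZA vs AB). The real counts of 290 and 275 in controls vs ZA and treated vs AB lie within the simulated ranges (260 to 304 and 258 to 335), so counting noise and the spread between animals may account for counts of that size. In ZA vs AB the simulations gave 258 to 324 (median 290.5) and none gave as few as the real 184. They overshoot the real libraries there, which leaves that comparison undecided and limits the simulation in the others. For controls vs ZA this stands beside the 3 of 100 splits, and the 2 tests point apart. The real counts of 523, 289 and 338 in controls vs treated, controls vs AB and treated vs ZA lie above the simulated ones, which a simulation alone does not decide.

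Of the 523 features in controls vs treated, 494 were lower in treated. This share of lower features stayed at 92.3% without treated animal 20, at 90.5% (458 of 506 features) with 1 added to the values and folds from their group means, and at 87.8% (85.0% to 90.3% over 20 draws) with every library thinned to 12877 counts. In limma's own folds it was 95.4% with the 0.0001 offset and 91.2% with 1 added. These values argue against treated animal 20, the 0.0001 offset and library depth as the whole cause. With the 10 features with most counts left out before thinning, the share was 67.4% (61.8% to 70.8%). That step sets equal totals over the remaining features, which takes out any general lower level in treated, whatever its cause. It cannot decide whether a few genes account for part of the share. Thinned counts were also put on 1 scale for all libraries in place of the authors' factors. Splits of the same libraries were at least as one-sided in 6 of 100 cases, so chance cannot be excluded either. A lower number of transcripts in blood after infection stays open and was not tested. Without treated animal 58 the count rose from 523 to 890. In edgeR with no filter on low counts, the share of lower features was 92.9% with TMM. Under the authors' scaling factors with no filter it was 77.1% (314 of 407 features).

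In the same setting, 9 features passed an adjusted p of 0.05 between controls and treated (limma, smallest adjusted p = 1.71e-08). All 9 are among the 10 features with most counts, all were higher in treated, and none changed by 2-fold. MYBPC3 had a log2 ratio of 0.96 in the authors' values and a log2 fold change of 0.44 with edgeR's TMM (adjusted p = 0.282). TSEN54 had 0.73 and 0.20 (adjusted p = 0.44). These genes were chosen after their values were seen, and the paper's own gene lists were not among the files used here.

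TSEN54 took 18.6% ± 1.85 of the counts in controls (SD, n = 5) and 25.7% ± 4.57 in treated (SD, n = 5; exact permutation test, two-sided, p = 0.0238, adjusted p = 0.171 over 36 tests). Its share in ZA was 21.5% ± 0.704 (SD, n = 4), with the same p and adjusted p against controls in that test, while the total count gave p = 0.238 for controls vs ZA (exact permutation test) and p = 0.0714 for controls vs treated. In AB the share was 21.1% (exact permutation p = 0.151 against controls). Over 19 libraries its share fell as the total rose (Pearson's r = -0.432, permutation p = 0.0714, adjusted p = 0.143, and Spearman's rho = -0.625, permutation p = 0.00534, adjusted p = 0.0214, over 4 tests). Without the 2 most extreme libraries r was -0.443. Within plate row E (10 libraries) r was -0.554 and within plate row F (9 libraries, exact permutation test) it was -0.497. On deviations from the group means r was -0.306 (permutation p = 0.204). Spearman's rho was -0.608 without the 2 most extreme libraries and -0.624 within plate row E. Within plate row F rho was -0.9 (exact permutation p = 0.00203), but on deviations from the group means it was -0.225 (permutation p = 0.356). Depth and infection cannot be told apart here, because treated and ZA libraries also had lower mean totals (17470 and 19930) than controls (23150).

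Most listed features had few reads, and long genes were listed more often than short ones, from 4.18% of protein-coding genes in the shortest of 10 classes of gene span to 60.8% in the longest. Reads from genomic DNA and from blood cell RNA were tested as candidate explanations. Of a list of leukocyte genes, 86.7% of the 30 found in the reference table were listed, against 42.4% of random genes of the same span. The leukocyte share was reached by 0 of 10000 random lists, and FYB at 163 reads was the highest. Reads from blood cell RNA could give this share, but the planned lists were mixed. T cell (9 of 12), B cell (6 of 8) and monocyte genes (5 of 8) were mostly listed. Erythroid (1 of 14, 11 reads), eosinophil and basophil (1 of 12), platelet (2 of 7), neutrophil (3 of 10), γδ T cell (3 of 16) and interferon response genes (7 of 16) were mostly not. The planned lists were not set against random genes of the same span. Of a list of muscle, brain, retina, liver and skin genes, 52.0% were listed against 49.2% at random, with DSCAM at 60 reads the highest, but only 25 of its 32 genes (78.1%) were found in the reference table, so this check of genomic DNA is void. The 2 lists share 0 genes with each other and with the 9 lists of blood cell and interferon response genes, and reads were listed for 26 of the leukocyte genes and for 13 of the genes of other tissues. TTN had 309 reads and MYBPC3 10084 over the 19 libraries, ACTB 399 and PTPRC 174, genes picked after their values were seen.

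Over 17 libraries named in both data sets, the total count and the paper's Shannon index were not related (Pearson's r = 0.20, permutation p = 0.436, adjusted p = 0.581, and Spearman's rho = 0.0907, permutation p = 0.728, adjusted p = 0.728). Without the 2 most extreme libraries r was 0.226. Within plate row E (9 libraries) r was 0.349 (exact permutation test, p = 0.358) and within plate row F (8 libraries) it was 0.0669 (exact permutation test, p = 0.876). With 17 libraries a weak relation cannot be excluded.

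The log2 fold changes of 174 features against the shared controls correlated across features, which are not independent replicates, at 0.577 (treated and ZA), 0.705 (treated and AB) and 0.579 (ZA and AB). Simulated unchanged groups against the same controls gave medians of 0.474, 0.496 and 0.45 and highest values of 0.617, 0.624 and 0.585. At a mean count of at least 1 the correlations were 0.383, 0.438 and 0.373 against simulated medians of 0.404, 0.451 and 0.43. The numbers of shared features were 2, 4 and 1 against simulated medians of 1 in each pair, and 15, 36 and 9 against 23, 24 and 25.5 at a mean count of at least 1.

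Of the 9 lists of blood cell and interferon response genes, the listed features hold 3 of 16 γδ T cell genes, 9 of 12 T cell genes, 6 of 8 B cell genes, 3 of 10 neutrophil genes, 1 of 12 eosinophil and basophil genes, 5 of 8 monocyte genes, 1 of 14 erythroid genes, 2 of 7 platelet genes and 7 of 16 interferon response genes. The T cell, B cell, monocyte and interferon response lists had at least 3 genes at a mean count of at least 1 and were tested in 5 comparisons each. The smallest p was 0.0639 with camera and 0.0238 with fry, both for B cell genes in controls vs treated (median log2 change -0.66), and the smallest adjusted p over the 20 tests was 0.751 with camera and 0.476 with fry.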
